# Identification of direct regulatory targets of the transcription factor Sox10 based on function and conservation

**DOI:** 10.1186/1471-2164-9-408

**Published:** 2008-09-11

**Authors:** Kyung Eun Lee, Seungyoon Nam, Eun-ah Cho, Ikjoo Seong, Jin-Kyung Limb, Sanghyuk Lee, Jaesang Kim

## Abstract

**Background:**

Sox10, a member of the Sry-related HMG-Box gene family, is a critical transcription factor for several important cell lineages, most notably the neural crest stem cells and the derivative peripheral glial cells and melanocytes. Thus far, only a handful of direct target genes are known for this transcription factor limiting our understanding of the biological network it governs.

**Results:**

We describe identification of multiple direct regulatory target genes of Sox10 through a procedure based on function and conservation. By combining RNA interference technique and DNA microarray technology, we have identified a set of genes that show significant down-regulation upon introduction of Sox10 specific siRNA into Schwannoma cells. Subsequent comparative genomics analyses led to potential binding sites for Sox10 protein conserved across several mammalian species within the genomic region proximal to these genes. Multiple sites belonging to 4 different genes (proteolipid protein, Sox10, extracellular superoxide dismutase, and pleiotrophin) were shown to directly interact with Sox10 by chromatin immunoprecipitation assay. We further confirmed the direct regulation through the identified cis-element for one of the genes, extracellular superoxide dismutase, using electrophoretic mobility shift assay and reporter assay.

**Conclusion:**

In sum, the process of combining differential expression profiling and comparative genomics successfully led to further defining the role of Sox10, a critical transcription factor for the development of peripheral glia. Our strategy utilizing relatively accessible techniques and tools should be applicable to studying the function of other transcription factors.

## Background

Identifying direct targets of a given transcription factor is a key step in dissecting the regulatory network wherein the detailed function of the transcription factor can be understood. Early attempts included ectopic over-expression followed by expression profiling for identification of candidate genes which in turn entailed extensive sequence analyses of the promoter region [1]. Another strategy was direct cloning of DNA fragments associated with transcription factors which also entailed extensive sequence analyses for identification of nearby genes [2].

Several recently developed molecular tools and technical advances have been paving ways for achieving the same goal in a more efficient high throughput manner. For example, microarray expression profiling has dramatically improved the differential screening, and completion of genome sequencing for several species now allows a rapid identification of genes in the genomic context as well as the application of comparative genomics analysis for conserved DNA elements. Furthermore, RNA interference (RNAi) revolutionized somatic cell genetics making it possible to perform loss-of-function experiments conveniently while chromatin immunoprecipitation (ChIP) assay provides a reasonably efficient means of testing direct interaction between proteins and DNA within cellular context. It had been envisioned that these tools, in variable combinations [3,4], can be utilized for identifying direct regulatory targets of transcription factors, and successful cases are being reported [5,6].

Sox10 is an HMG box family transcription factor expressed in neural crest stem cells and a subset of neural crest derived lineages [7-9]. At the stem cell stage, Sox10 plays the role of a stem cell factor maintaining multipotency and inhibiting premature neurogenesis [8]. In glial cells of the peripheral nervous system (PNS) and melanocytes, Sox10 continues to be expressed after their lineage segregation and promotes differentiation by targeting cell type specific genes [10]. The function of Sox10 has been extensively studied in vivo with gene-targeted and spontaneously occurring mutant murine models [7,11,12]. Heterozygous and homozygous loss-of-function mutations of Sox10 result in severe compromises in the development of PNS via glial developmental failure as well as in the proliferation and differentiation of melanocytic lineages. The human patients of Waardenburg-Shah syndrome with mutations in Sox10 show strikingly similar phenotypes to heterozygous mutant murine models typified by megacolon and hypopigmentation [13].

To date, only a handful of direct regulatory targets of Sox10 are known. In the glial lineage, genes such as the P0, myelin basic protein (MBP), ciliary neurotrophic factor (CNTF) and connexin 32 (Cx32) have been shown to be direct targets of Sox10 [14-17]. In melanocytes, Sox10 has been shown to directly regulate at least two genes, microopthalmia (MITF) and dopachrome tautomerase (DCT) [18-20]. It is likely that Sox10 has additional direct target genes in both glial and melanocytic cells during differentiation and in mature stage.

Here, we describe a stream-lined procedure in identifying such direct regulatory targets. We took advantage of RNAi technique to screen for genes in a Schwannoma cell line that are down-regulated upon introducing small interfering RNA (siRNA) specific for Sox10. Genes with significant level of down-regulation were subjected to comparative genomics analysis for identification of potential Sox10 binding sites that are conserved in multiple mammalian species. Next, we confirmed the physical interaction between Sox10 and the predicted target binding sites by chromatin immunoprecipitation (ChIP) assay leading to identification of at least 4 novel direct regulatory targets, proteolipid protein (PLP), Sox10, extracellular superoxide dismutase (SOD3), and pleiotrophin (Ptn). We further confirm the direct regulation of SOD3 by Sox 10 through the identified cis-element using electrophoretic mobility shift assay (EMSA) and reporter assay.

## Results

We have previously reported a case of apparent transdifferentiation of RT4D6 Schwannoma cells into smooth muscle cells upon introduction of an siRNA specific to the transcription factor Sox10 [21]. Accompanying gene expression profiling showed apparent down-regulation of several glial specific marker genes such as GFAP and p75 and up-regulation of smooth muscle specific genes including α-smooth muscle actin confirming the phenomenon of transdifferentiation. Sox10 is known to be a direct transcriptional activator of genes specific to glial lineage including P0 and MBP [16,17]. We reasoned that several of the genes down-regulated by Sox10 specific siRNA are likely to represent additional direct regulatory targets. We further reasoned that such direct regulatory targets have appropriate cis-elements, Sox10 protein binding sites that are conserved across mammalian if not vertebrate species.

Gene expression profiling was carried out with two independent pairs of RT4D6 cell samples each treated with wild type and mutant siRNAs, and 88 affy probes that showed at least 4-fold down-regulation upon introduction of Sox10 specific siRNA were identified (see Methods; additional data file 1). Among these, 44 genes had RefSeq Ids and were subjected to subsequent promoter and comparative genomics analyses (additional data file 1). 

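RT4D6 is a rat Schwannoma line, a tumour line of Schwann cells, the glia of peripheral nerves. RNA was profiled on 4 Affymetrix Rat 230 2.0 arrays, 2 with the wild type (specific) Sox10 siRNA and 2 with the mutant (control) siRNA, and the sample labels give 48 h for all of them. The authors deposited 1 MAS5 signal per probe set on a linear scale, each array scaled so that the mean of its signals, without the lowest and highest 2%, is 500. The median signal was 105 and 102 on the specific siRNA arrays and 108 and 111 on the mutant siRNA arrays. The ratio of the 3' to the 5' probe set of Gapdh, a sign of RNA quality, was between 1.06 and 1.11 on all 4 arrays, and that of actin was 1.87 on mutant siRNA replicate 1 against 1.39 to 1.54 on the others. From there, log2 signals were centred on each array's median, after the median normalization in Methods. Control probe sets were left out, and of the other 31042 probe sets the 16125 at or above the array median on at least 2 arrays, whatever their group, were tested with limma, with Benjamini-Hochberg adjustment. The present and marginal calls of Methods were not used here, and a signal rule stood in for them where the study's own selection was repeated. The number of arrays limits the precision, and signals near the 25th percentile of an array (26.2 to 31.1), are close to background.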

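Sox10 itself, the target of the siRNA, had signals of 163 and 335 with the specific siRNA and 2873 and 2890 with the mutant siRNA, and both arrays of each pair thus carry the difference their labels name. Of 22 measured genes of Schwann cells and glia, listed before the data were examined, 17 were down-regulated by the specific siRNA and none was up-regulated at an adjusted p under 0.05 from limma (18 lower when adjusted over the list alone). Among them were Mia, a secreted protein of melanoma and glial cells, with a log2 fold change of -3.59 (standard error 0.24, adjusted p = 0.000497), the cell adhesion molecule L1cam at -2.29 (standard error 0.24, adjusted p = 0.00156) and the intermediate filament gene Nes at -2.12 (standard error 0.33, adjusted p = 0.00420). Egr2, Ncam1, Prx and Dhh did not pass the test, with log2 fold changes of -0.07, 0.16, 0.11 and -0.98, nor did Pou3f1 (adjusted p = 0.198). Dhh, a signal from Schwann cells to the nerve sheath, passed with the replicate block (adjusted p = 0.0207). The list as a whole lay lower than other genes (camera, adjusted p = 2.94e-15). With an estimated correlation the adjusted p was 0.595. That version passed no list, not even the 10 genes the study took on to binding assays from these same arrays. With 4 arrays it therefore cannot decide. Of the 88 probe sets in additional data file 1, 87 passed the filter and 86 were lower at an adjusted p under 0.05, with a median log2 fold change of -2.38. These probe sets were chosen by the study on the same arrays, so their count is not independent evidence of the direction. The exception was a probe set of Gprc5b, an orphan G protein-coupled receptor, whose specific siRNA signals lay near background (adjusted p = 0.0673). Over all probe sets, 1956 were lower and 2348 were higher. The balance turned with scaling, to 2280 lower and 1940 higher with the signals as deposited and 2150 and 2043 with quantile normalization. The counts were 1398 and 1387 without wild type siRNA replicate 1, 706 and 1007 without mutant siRNA replicate 1, and 903 and 924 without mutant siRNA replicate 2, each fit assuming that the lone array varies like the other group. From the genes down-regulated by the specific siRNA, the paper reasons that several are likely to be direct targets of Sox10.

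**Figure D1:**
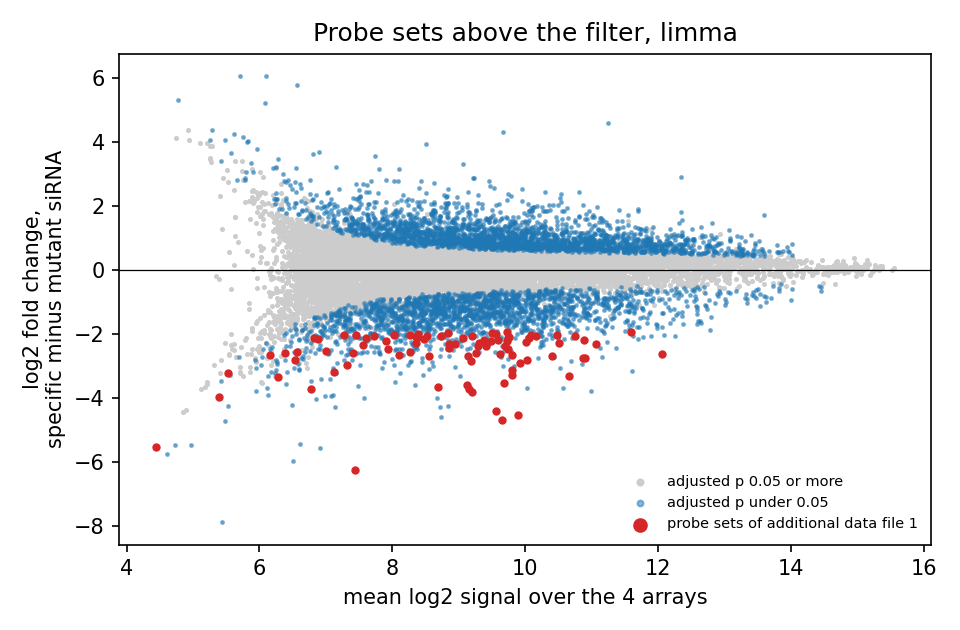
Log2 fold change (specific minus mutant siRNA) against the mean log2 signal over the 4 arrays for the 16125 probe sets tested. Each point is a probe set, blue where the adjusted p from limma is under 0.05. Red marks the 87 probe sets of additional data file 1 that passed the filter, which lie between -6.25 and -1.94. The lowest of these is the Gzmb probe set shared with another locus. Its wild type siRNA replicate 1 signal, 7.40, lay below that array's 25th percentile of 28.0, so the size of its change is not established.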

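The RefSeq genes of additional data file 1 fill 46 rows, in bold, and hold 44 RefSeq IDs. All 45 of these probe sets that passed the filter were lower with the specific siRNA at an adjusted p under 0.05 from limma. Beside the 10 genes taken on to binding assays they included glial genes: S100b, a calcium-binding protein of Schwann cells, had a log2 fold change of -2.77 (standard error 0.32, adjusted p = 0.00203), and Gfra2, a receptor subunit for the GDNF family, was at -2.16 (standard error 0.29, adjusted p = 0.00279). Gfap, the intermediate filament of glia, was at -2.36 (standard error 0.39, adjusted p = 0.00521), a call that was lost without mutant siRNA replicate 1 (adjusted p = 0.0523). Calca, the gene of calcitonin and its related neuropeptide, was represented by 3 probe sets, which lay at -3.27, -2.70 and -2.64. Rab38, a small GTPase of pigment granule traffic, was at -2.81 (standard error 0.20, adjusted p = 0.000584). Plekhb1, a membrane protein, and the cathepsin gene Ctsl were at -2.28 and -2.08. The probe set of Phkg1 was dimmer than the array median on more than 2 arrays and was not tested. The probe set assigned there to Atp1b3 is paired with Tfdp2 in the platform annotation used here. Of the 42 rows without RefSeq ID, 35 carry a single gene symbol in that annotation, among them Pmp2, a myelin protein of peripheral nerve, at -2.32 (standard error 0.29, adjusted p = 0.00243) and Vegfa, the vascular growth factor, at -2.68 (standard error 0.30, adjusted p = 0.00185).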

We examined the genomic region of each gene from -2 kb upstream of the transcription start site to the end of the first intron to identify the conserved potential Sox10 binding sites. Although systematic analyses for preferred binding sites have been carried out for several Sox proteins, no such study has been reported for Sox10 [22-25]. In addition, these sites have been determined through in vitro binding assays which may not fully reflect the in vivo binding preference or potential. We therefore took as the core element the 5 nucleotide sequence, 5'ACAAT3' (or the complementary sequence 5'ATTGT3'), that is targeted by all tested Sox proteins. From the rat genomic sequences examined, profile search using the TRANSFAC database led to the identification of 1328 sites.

We next applied the cross-species conservation criteria (see Methods) reasoning that functional Sox10 binding sites are likely conserved across mammalian species. This led to further refinement of putative targets to 95 candidate sites belonging to 24 genes (additional data file 2). 

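The 95 sites are given as 5 bp cores on the rat assembly of November 2004. Ube2g1, a ubiquitin-conjugating enzyme, holds the most, 13 sites between 59495134 and 59548465 on chromosome 10. Ptn, a heparin-binding growth factor, holds 11 sites between 64126369 and 64158108 on chromosome 4. Gas7, a growth arrest-specific gene, holds 8 between 54304004 and 54312439 on chromosome 10, and Ngfr, the low-affinity neurotrophin receptor, 4 between 84275503 and 84282994 on the same chromosome. Sod3 holds 1 site, on chromosome 14 from 63387779 to 63387783. In the RT4D6 cells all 24 genes were lower with the specific siRNA at an adjusted p under 0.05 from limma in a probe set the study lists, for Gzmb one with a single symbol and for Atp1b3 one that the platform annotation pairs with Tfdp2. The study took them from the genes at least 4-fold lower on the same arrays, so this count is not independent of its choice. The gene with the most sites, Ube2g1, had a log2 fold change of -2.04 (standard error 0.40, adjusted p = 0.00941), a call lost without mutant siRNA replicate 1 (adjusted p = 0.0735). The other probe sets of Ube2g1 did not pass, at -0.20 and -0.32. Hdlbp, a lipoprotein-binding protein with 3 sites, was at -2.46 (standard error 0.29, adjusted p = 0.00214) in the study's probe set and at -0.03 in another (adjusted p = 0.923). Il1rap, a subunit of the interleukin 1 receptor with 7, was at -2.12 (standard error 0.27, adjusted p = 0.00247).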

For the subsequent validation analyses using 'wet-lab' experimental procedures, further selection was carried out. Specifically, only the genes which showed 6-fold or higher levels of change by specific siRNA and whose core elements were perfectly conserved among all mammalian species with accessible genome were selected. This led to the final 10 genes with 23 putative SOX10 binding sites (table 1). 

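All 10 genes were lower with the specific siRNA under limma, and at least 1 probe set of each kept an adjusted p under 0.05 under every scaling and treatment of low signals tried, with the replicate block and with each array left out in turn. Ngfr went from a mean signal of 4215 ± 483 (SD, n = 2) with the mutant siRNA to 158 ± 50.6 (SD, n = 2) with the specific siRNA. Its log2 fold change was -4.69 (standard error 0.27, adjusted p = 0.000339). PLP, the proteolipid protein of myelin, went from 4860 ± 1692 to 191 ± 2.90 (SD, n = 2 each), a log2 fold change of -4.55 (standard error 0.27, adjusted p = 0.000339). Gzmb, a serine protease known from cytotoxic lymphocytes, was at -3.71 (standard error 0.38, adjusted p = 0.00153), with a second probe set at -3.66. A further probe set that additional data file 1 gives to Gzmb, 58.85-fold lower there, is shared with another locus in the platform annotation and was not used for Gzmb here. Ptn was at -3.13 (standard error 0.25, adjusted p = 0.000951), and Erbb3, the neuregulin receptor, at -2.90 (standard error 0.24, adjusted p = 0.00107). A second probe set of Erbb3 was at -3.93. Its specific siRNA signals, 35.0 and 32.6, were close to background, so that the size of this change is not established. Gas7 was at -2.84 (standard error 0.32, adjusted p = 0.00173). SOD3 went from 10880 ± 506 to 1673 ± 286 (SD, n = 2 each), a log2 fold change of -2.63 (standard error 0.19, adjusted p = 0.000584). Gda, guanine deaminase, was at -2.58 (standard error 0.33, adjusted p = 0.00268), a 6.00-fold decrease. A second probe set of Gda was at -2.44, a call lost without mutant siRNA replicate 1 (adjusted p = 0.0572). With standard errors between 0.19 and 0.38, the changes of Ngfr and PLP lie beyond those of SOD3 and Gda by several standard errors. In table 1, 18 of the 23 sites lie in introns and 5 in 5' enhancers. The SOD3 element lies on chromosome 14 of the November 2004 assembly from 63387776 to 63387785, and the Sox10 elements on chromosome 7 from 117150400 to 117150409 and from 117150489 to 117150498.

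**Figure D2:**
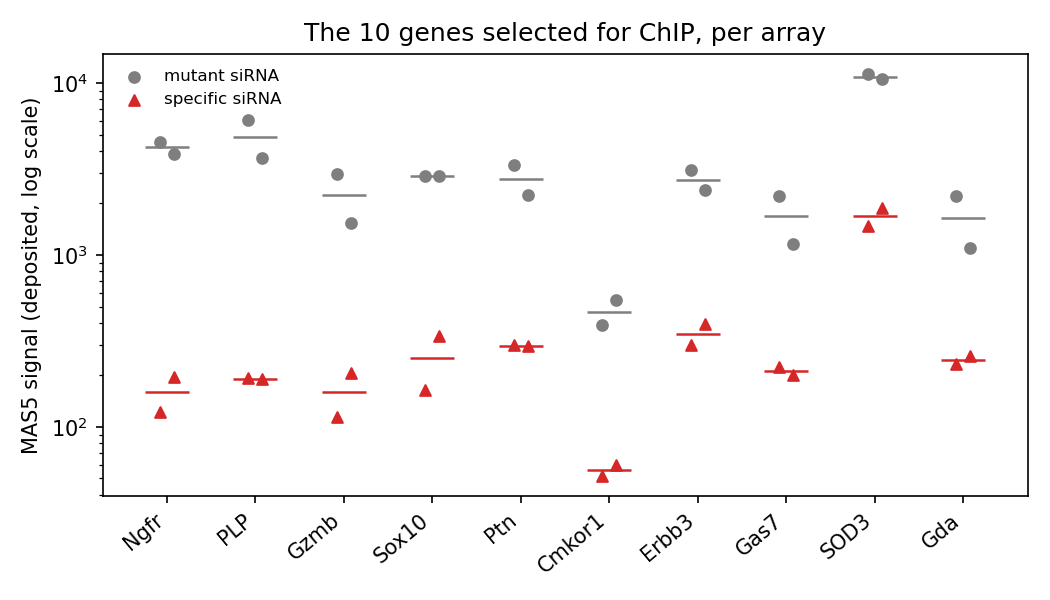
MAS5 signal, on a log axis, of the 10 genes on each of the 4 arrays. Grey circles are the mutant siRNA arrays, red triangles the specific siRNA arrays, and horizontal lines the mean of each group of 2. Both specific siRNA arrays lie below both mutant siRNA arrays for each gene, SOD3 for example at 1471 and 1875 with the specific siRNA.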

The computational pipeline is summarized in figure 1, and figure 2 shows the gene structure, conserved genomic regions, and nucleotide sequence surrounding the putative binding site of one of the 10 genes, SOD3.

**Table 1:** The candidate 10 genes and 23 putative Sox10 binding sites tested by ChIP assay.

**gene symbol**	**RefSeq ID**	**target cis element**	**chromosome**	**start**	**end**	**Location**	**primer pair #**
Cmkor1	NM_053352	tttATTGTtctc	9	89344237	89344250	Intron	1
		agcACAATgg	9	89346538	89346547	Intron	2
Gda	NM_031776	ttgACAATtt	1	224640748	224640757	Intron	3
PLP	NM_030990	cctATTGTgttt	X	124488088	124488101	5'enhancer	4
		taATTGTttt	X	124492945	124492954	intron	5
		ctATTGTata	X	124493179	124493188	Intron	6
		gaATTGTgtg	X	124493238	124493247	Intron	6
		ggtACAATtg	X	124493249	124493258	Intron	6
		ccATTGTtta	X	124494810	124494819	Intron	7
Sox10	NM_019193	agATTGTcca	7	117150489	117150498	5'enhancer	8
		caATTGTctg	7	117150400	117150409	5'enhancer	8
SOD3	NM_012880	ccATTGTgcc	14	63387776	63387785	5'enhancer	9
Erbb3	NM_017218	tcATTGTggg	7	1874401	1874410	Intron	10
		gacACAATag	7	1874335	1874344	Intron	10
Ptn	NM_017066	caATTGTtgg	4	64147810	64147819	Intron	11
		cacACAATag	4	64147702	64147711	Intron	11
		taATTGTgag	4	64136510	64136519	Intron	12
		atATTGTaac	4	64127690	64127699	Intron	13
		attACAATaa	4	64126376	64126385	Intron	14
Ngfr	NM_012610	tggACAATgg	10	84280255	84280264	Intron	15
		cagACAATgg	10	84280237	84280246	Intron	15
Gzmb	NM_138517	cgATTGTgat	15	35199893	35199902	5'enhancer	16
Gas7	NM_053484	ccATTGTatg	10	54304002	54304011	Intron	17

The number in the last column indicates the primer pair used to test each site by ChIP assay (see additional data file 3).

**Figure 1:**
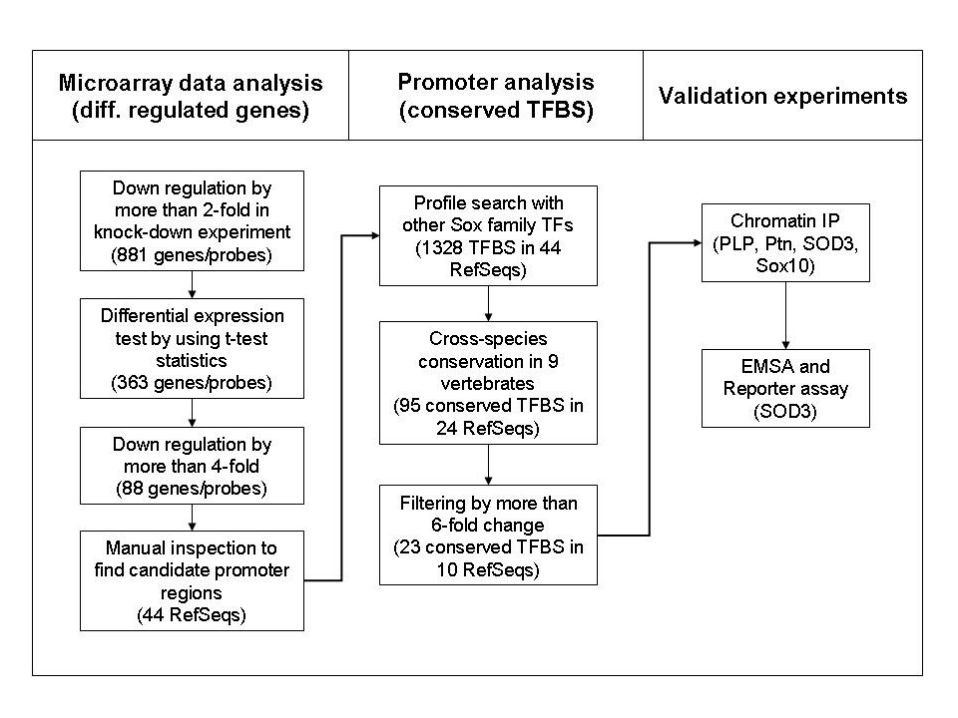
Overview of the study. The study is composed of three main stages. First, the microarray data analysis resulted in 44 significantly down-regulated candidate genes from the siRNA knock down experiment. The second stage process, the promoter analysis, led to the identification of 23 conserved putative Sox10 binding sites belonging to 10 genes. The last stage process includes various wet-lab validation experiments.

**Figure 2:**
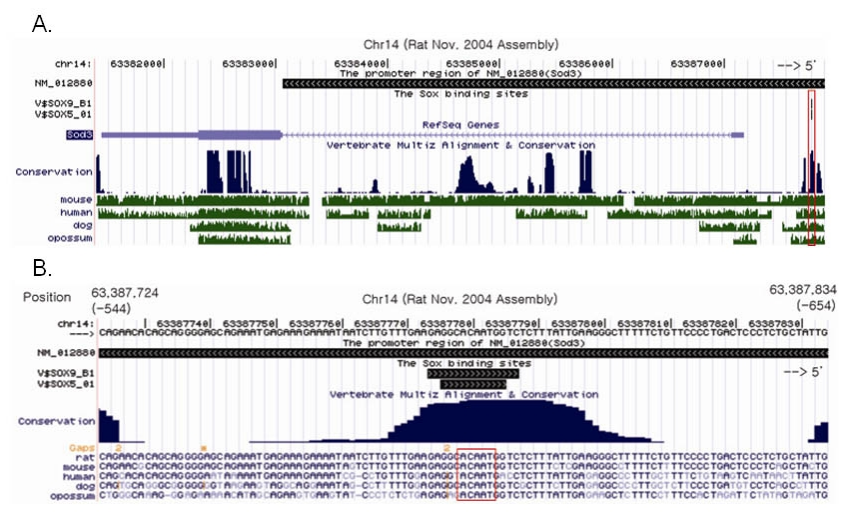
A. SOD3 locus on rat chromosome 14; adapted from the University of California at Santa Cruz (UCSC) Genome Browser. The conserved cluster shown in the Conservation track containing the putative SOX10 TFBS is indicated by the red box near the right end of the panel. The unique site detected by V$SOX9_01 and V$SOX5_01 matrices in the TRANSFAC database is also indicated in the box. B. The nucleotide sequences surrounding conserved binding site is shown in detail. The numbers in the parentheses in the Position track indicate the distance from the SOD3 transcription start site. The red box indicates the conserved core sequence, 5'ACAAT3'.

We next sought to confirm the regulatory relationship between Sox10 and the proposed 10 target genes. cDNA preparations were made from RT4D6 cells treated with Sox10 specific and control siRNAs. Real time PCR analyses showed that all the proposed 10 target genes were clearly down-regulated as the result of Sox10 down-regulation confirming the microarray screen results (figure 3).

**Figure 3:**
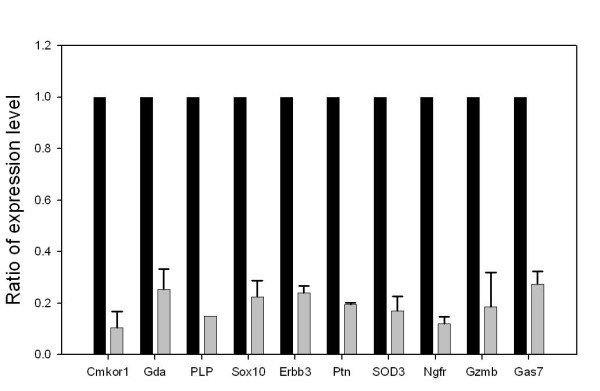
Down-regulation of Sox10 by wild type siRNA results in down-regulation of the 10 target genes. Real time PCR was performed on cDNA preparations from RT4D6 cells transfected with wild type and mutant Sox10 siRNAs. The values shown are the relative ratios of expression level normalized with GAPDH expression level. Data are the average of three independent experiments each with two measurements, and error bars represent standard deviations.

Chromatin immunoprecipitation assay was performed for the 23 putative Sox10 binding sites (table 1) with RT4D6 cells transfected with a Flag epitope tagged Sox10 construct. Ectopic expression of epitope tagged Sox10 was necessary due to the absence of an antibody that effectively immunoprecipitated the endogenous Sox10 from RT4D6 cells. As some of the potential binding sites were located close to one another, only 17 pairs of primer were used to examine the 23 sites. As a control, each of the sites was examined after precipitation with IgG antibody. We also used β-actin locus and a cis-locus located 10 kb away from the putative Sox10 binding site of SOD3 gene as additional negative controls. The result suggests that at least 4 genes, PLP, Sox10, SOD3, and Ptn contain binding sites that SOX10 interacts with clearly detectable affinity, and Ngfr and Cmkor1 may represent additional Sox10 target genes (figure 4).

**Figure 4:**
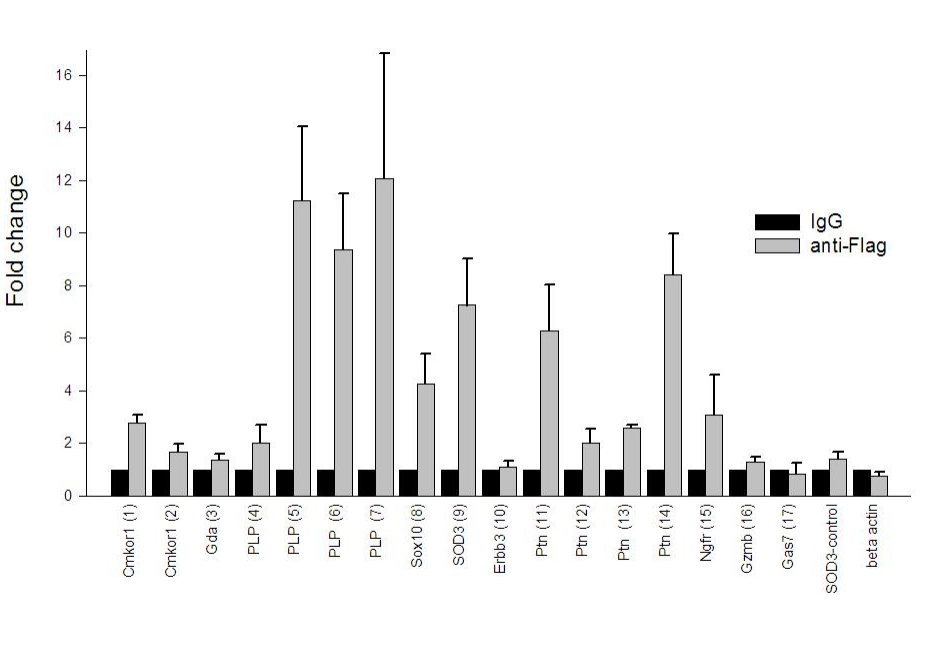
ChIP assay. Chromatin immunoprecipitation was carried out in RT4D6 cells transfected with pFlag-Sox10. Values from immunoprecipitation with anti-Flag antibody represent the fold difference relative to those from IgG control antibody. Number in the parentheses next to the gene name indicates the primer pair used (see table 1 and additional data file 3). Data are the average of three independent experiments each with two measurements, and error bars represent standard deviations.

We chose SOD3 for further validation as the direct regulatory target of Sox10. The unique candidate binding site, conveniently located in the 5' enhancer region, shows a perfect conservation between rat, mouse, human, dog, and opossum (figure 2).

We first confirmed that Sox10 protein can bind to the candidate site by EMSA (figure 5). The DNA binding domain of Sox10 readily formed a protein-DNA complex with a probe spanning the candidate binding element. Importantly, the binding between the protein and the labeled probe was effectively abrogated by specific unlabeled probe but not by non-specific probe which contains mutations in the core SOX binding sequence.

**Figure 5:**
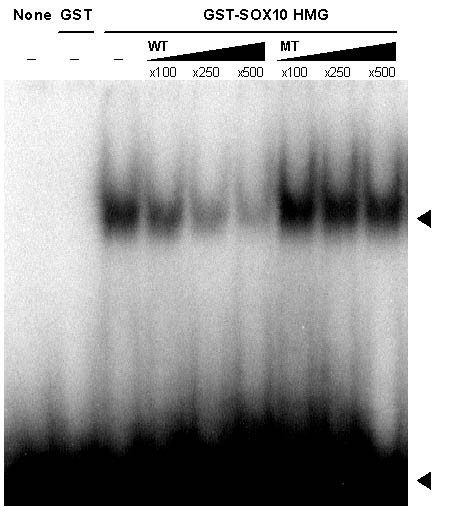
EMSA. EMSA was performed with a ^32^P end-labeled SOD3 probe containing the conserved Sox binding site. Proteins added are noted at the top. The upper arrowhead indicates the GST-SOX10 HMG/DNA probe complex, and the lower arrowhead indicates the free probe. For competition experiments, unlabeled wild type (WT) or mutated (MT) probes were added to the indicated excess levels.

Next, we examined the role of the candidate binding site in a reporter assay (figure 6). Two reporter constructs were designed. The wild type SOD3 reporter, pGL3-SOD3, has luciferase gene ligated to the 5' enhancer and UTR region of SOD3 inclusive of the candidate cis-element while mutant promoter pGL3-SOD3-mut is identically designed except for mutations in the core SOX binding element. These reporter plasmids were co-transfected with various combinations of wild type and mutant siRNAs for Sox10. Importantly, at all concentrations of the wild type siRNA, the wild type reporter showed consistently higher activity than the mutant reporter demonstrating the importance of the intact core Sox binding element. The activity of the wild type reporter showed a concentration dependent down-regulation by the wild type siRNA while the mutant reporter showed little variation of the low level activity. Taken together with the results from ChIP assay and EMSA, these data demonstrate that SOD3 is a direct regulatory target of Sox10 which imparts its activity through the conserved Sox binding element in the 5' enhancer region.

**Figure 6:**
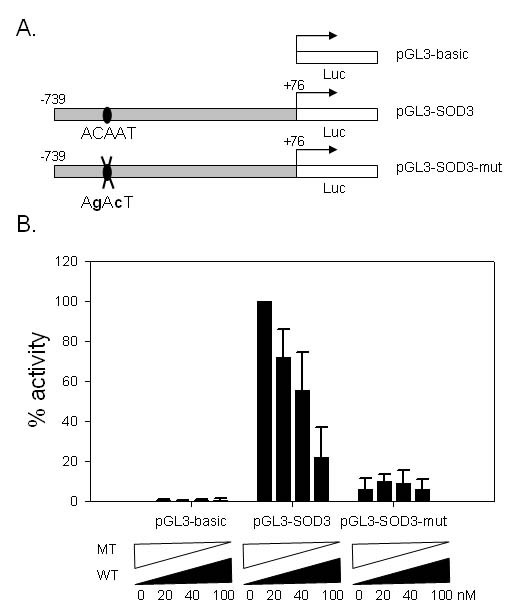
Reporter assay. A. The reporter constructs are illustrated. pGL3-SOD3 contains the wild type SOD3 enhancer sequence while pGL3-SOD3-mut is identical except for the mutations in the core SOX binding element. These are derived from pGL3-basic shown at the top. B. Normalized relative levels of luciferase activity are shown with the value from pGL3-SOD3 in the absence of wild type siRNA as 100%. The combined amount of wild type and mutant siRNAs was equal in all cases. Data are the average of three independent experiments, and error bars represent standard deviations.

## Discussion

We have applied in combination several recently developed techniques and tools of molecular biology to identify multiple novel targets of Sox10. Rather than relying on overexpression of Sox10, we used RNAi to screen for affected genes. Overexpression of transcription factors can potentially activate non-physiological targets or even repress true targets by 'squelching'. Overexpression of transcription factors in cells already expressing the factor may also have minimal or no effects on the level of target gene expression. The loss-of-function approach followed by microarray screen should produce less non-specific side effects and thus lead to more precise profiling of direct and indirect targets. The procedure combining differential expression profiling and comparative genomics analyses represents a reasonably streamlined method accessible for most molecular biology laboratories.

There are clearly more direct target genes for Sox10 than those we have identified here. The number is limited due to several practical reasons. Most importantly, in the end we have examined by 'wet-lab' experiments only the genes that showed at least 6-fold decrease upon down-regulation of Sox10. This excludes the far greater number of genes that are less but meaningfully affected by the change in the level of Sox10. Furthermore, we have restricted our search within the span of -2 kb from the transcription initiation site to the end of the 1^st ^intron. It is well established that regulatory cis-elements often reside outside such span. 

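With limma at an adjusted p under 0.05, 134 probe sets of 79 named genes were at least 6-fold lower with the specific siRNA, and 1379 probe sets of 828 named genes were between 2-fold and 6-fold lower. In the second class, Lgi4, a secreted Schwann cell protein needed for myelination, had a log2 fold change of -2.11 (standard error 0.28, adjusted p = 0.00279), and Cryab, a small heat shock protein, was at -1.86 (standard error 0.30, adjusted p = 0.00480). Gal3st1, which makes the myelin lipid sulfatide, was at -2.35 (standard error 0.40, adjusted p = 0.00593). Mcm5, a subunit of the replicative helicase, was at -2.21 (standard error 0.36, adjusted p = 0.00517), and Top2a, topoisomerase of dividing cells, at -1.80 (standard error 0.40, adjusted p = 0.0144), a call lost without mutant siRNA replicate 2 (adjusted p = 0.0688). Mcm5 and Top2a belong to a list of cell cycle genes, of which 20 of 31 measured members were lower. A difference between the cultures in the share of dividing cells was not tested and stays open for them. Id4, an inhibitor of helix-loop-helix factors, was at -1.33 (standard error 0.22, adjusted p = 0.00542), and the integrin gene Itga6 was at -2.45 and -2.19 in separate probe sets. A further 443 probe sets were lower by less than 2-fold.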

Lastly, applying less stringent requirements for the core element sequence and the degree of conservation should allow identification of additional candidate targets. It should also be noted that Sox10 plays important roles in other cell types than Schwann cells. These include neural crest stem cells, melanocytes, and oligodendrocytes. Given that Sox10 likely regulates different genes in different cellular contexts, we should expect distinct additional direct targets of Sox10 from these cells. An important merit to our method is that all these limiting parameters can be easily adjusted for expanded search. Obviously, more comprehensive procedures such as ChIP-on-chip or ChIP-Seq screening would produce more direct targets. However, these methods also have inherent limitations and shortcomings and cannot be readily applied to all cases, and developing diverse strategies to identifying targets of transcription factors will continue to be important. An inherent requirement for identifying direct targets of transcription factors is proving through biological functional assays. It should be noted that it is thus difficult to assess the error rates during each of the filtering steps. If and when extensive biological data are collected, a retrospective assessment of the accuracy of prediction from each criterion may be possible. In a sense, our goal in the current study can be described as an application of data exploration techniques to objectively and subjectively identify the genes most likely to yield positive results in our biological assays of binding and transcriptional activation.

We propose four novel direct targets of Sox10. PLP expression has been shown to be rapidly and robustly induced by Sox10 in Tet-inducible Neuro2A cells [26], and PLP is also known to be expressed in Schwann cells [27,28]. Sox10 has been shown to directly regulate other myelin genes including MBP and Cx32 [14,17], and our identification of PLP as another target is consistent with the role that Sox10 plays in peripheral glial cells. 

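Of 9 measured myelin genes on a list fixed before the data were examined, 7 were lower with the specific siRNA and none was higher at an adjusted p under 0.05 from limma (7 when adjusted over the list alone). Besides PLP these were Gal3st1, Pmp2, Plekhb1, Cnp, Ugt8 and Pmp22. Cnp, a myelin-associated enzyme, had a log2 fold change of -1.95 (standard error 0.21, adjusted p = 0.00166) and a second probe set at -1.83. Ugt8, which makes the myelin lipid galactosylceramide, was at -1.84 (standard error 0.41, adjusted p = 0.0142), a call lost without mutant siRNA replicate 1 (adjusted p = 0.138). Pmp22, a peripheral myelin protein, was at -1.32 (standard error 0.25, adjusted p = 0.00835), a call lost without mutant siRNA replicate 1 (adjusted p = 0.0521). Fa2h, at -2.54, and Prx, at 0.11, did not pass the test (adjusted p = 0.115 and 0.867), and Fa2h passed with the replicate block (adjusted p = 0.0349). The wild type siRNA replicate 2 signal of Fa2h, 8.20, lay below that array's 25th percentile of 26.2, so the size of its change is not established. The list lay lower than other genes (camera, adjusted p = 1.63e-07). With an estimated correlation the adjusted p was 0.595, but that version passed none of the lists and cannot decide here. MBP and Cx32 (Gjb1), named by the paper as direct targets, were too dim to test. Gjb1 had signals of 8.90 and 17.6 with the specific siRNA and 318 and 70.9 with the mutant siRNA. The 3 probe sets of Mbp had signals between 7.20 and 113 on all 4 arrays.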

Pleiotrophin is a heparin binding secreted soluble factor with multiple functions in various systems [29,30]. Of note it is expressed in glial cells of CNS and PNS during development as well as in adult stages [29,30]. Its up-regulation in Schwann cells after nerve resection also suggest a role in axon regeneration, a process requiring active participation of Schwann cells [31]. SOD3 is the extracellular form of superoxide dismutase that functions as the major extracellular scavenger of superoxide [32]. SOD3 gene-targeted mouse does not show clear phenotypes except for the reduced viability under hyperoxic condition [32]. Nevertheless, under various experimental conditions, the protective role of SOD3 on neural tissues has been shown suggesting that secreted SOD3 may play a role in reducing oxidative stress to neurons and Schwann cells [33,34]. That Sox10 was among the down-regulated genes was not necessarily meaningful given that Sox10 specific siRNA had been applied to the cell. 

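The log2 fold change of Sox10 was -3.54 (standard error 0.33, adjusted p = 0.00130 from limma), an 11.7-fold decrease. The 2 specific siRNA arrays differed from each other by about a doubling of the signal, which is small beside the distance to the mutant siRNA arrays. Without mutant siRNA replicate 1, the weakest of the fits with an array left out, it was -3.53 (adjusted p = 0.0136). Of 6 measured genes of the Sox family, 1 other member passed the test, Sox13, at -1.02 (standard error 0.27, adjusted p = 0.0278), a call lost without mutant siRNA replicate 2 (adjusted p = 0.131). Sox2, a factor of neural progenitors and immature Schwann cells, did not pass in any of its 3 tested probe sets, at 0.30, 0.39 and 0.51. RNA levels alone cannot separate cutting of the Sox10 RNA by the siRNA from lower transcription.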

Still, results from the ChIP assay indicate that Sox10 may regulate its own expression. Whether an active positive feedback loop contributes to known functions of Sox10 such as promoting and maintaining glial phenotype should be further explored. While Ngfr (p75) is a well established marker of Schwann cell [8], the expression and function of Cmkor1, chemokine orphan receptor 1 (also known as CXCR7), in Schwann cell lineage have not been investigated thus far. 

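Ngfr, the p75 neurotrophin receptor, had signals of 123 and 194 on the specific siRNA arrays and 4557 and 3874 on the mutant siRNA arrays. Cmkor1, an atypical chemokine receptor listed as Ackr3 in the annotation used here, had signals of 51.9 and 59.5 with the specific siRNA and 389 and 543 with the mutant siRNA. Its log2 fold change was -2.97 (standard error 0.37, adjusted p = 0.00241 from limma). Leaving out mutant siRNA replicate 2, the weakest case, left it at -2.75 (adjusted p = 0.0307). Cxcl12, a ligand of that receptor, was also lower in the single probe set bright enough to test, at -1.82 (standard error 0.54, adjusted p = 0.0397), a call lost without mutant siRNA replicate 2 (adjusted p = 0.329).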

Binding of Sox10 to the putative Sox binding elements belonging to these genes is repeatable, and given the change in the expression level upon down-regulation of Sox10, we would tentatively classify these genes as direct regulatory targets of Sox10. Additional characterization of their binding elements through mutation analyses and reporter assays should further validate the assignment.

## Conclusion

We have developed and successfully applied a streamlined procedure for identification of direct targets of the transcription factor Sox10. The key elements are RNAi based expression profiling and comparative genomics analysis which led to prediction of candidate cis-elements belonging to multiple candidate genes. We subsequently confirmed direct interaction between several of these candidate cis-elements and Sox10 and identified at least 4 different genes as direct regulatory targets of Sox10. Our methodology should be applicable to other transcription factors, and genes thus discovered should be useful in deciphering physiology and function of peripheral glial cells which are critically dependent on Sox10.

## Methods

### Microarray expression profiling

Duplicate expression profiles were obtained with the GeneChip Rat 230 2.0 Array from the Affymetrix Co as has been described [21]. The microarray data have been deposited in the Gene Express Omnibus (GEO) database [GEO:GSE12007]. We subsequently used the GeneSpring GX7.3 for the data analysis. As a pre-filtering step, only the genes classified in "present" or "marginal" categories in both of the duplicate screens with the mutant (control) siRNA were selected in order to include only those genes with detectable level of expression in the absence of inhibition of Sox10. 

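With both mutant siRNA arrays at or above their array median in place of the detection calls, 14586 probe sets entered the selection. After scaling each array to its median, 1872 of them had a mean signal more than 2-fold lower with the specific siRNA. These took in 87 of the 88 probe sets of additional data file 1. Independently of any test, 1202 of the probe sets tested with limma were at least 2-fold lower in both pairs of arrays and 956 at least 2-fold higher, 2158 in all. The same count was 118 when the replicate 1 arrays were set against the replicate 2 arrays, and 39 in the remaining split of the 4 arrays. Genes lower by this measure in both pairs included the helicase subunits Mcm2 and Mcm7, at log2 fold changes of -1.69 and -1.92 (adjusted p = 0.00276 and 0.00205 from limma), and Tk1, thymidine kinase, at -1.79 (adjusted p = 0.00253).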

After median normalization, we selected 881 genes that were down-regulated by the wild type (specific) siRNA by more than 2-fold. 

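Of the 1872 probe sets, 815 passed the methods' t-test at the p of 0.05, taken here on log2 values with equal variances because Methods state neither. Of these, 614 were less than 4-fold lower, 125 were between 4-fold and 6-fold lower and 76 at least 6-fold lower. Of the 88 probe sets of additional data file 1, 86 were among the 815. This overlap was 27 with the test paired by replicate number, 44 with unequal variances and 61 on linear signals. It also fell with an array left out, but was between 83 and 87 under other scalings and treatments of low signals. The count of 815 fell to 301 when the test was paired by replicate number and to 393 with unequal variances. It was 283 without mutant siRNA replicate 2, 229 without mutant siRNA replicate 1 and 351 without wild type siRNA replicate 1. Notch1, a receptor of the Notch pathway, is an example of a gene at this step, with a log2 fold change of -2.67 (standard error 0.27, adjusted p = 0.00153 from limma), and Enpep, an aminopeptidase, another at -3.82 (standard error 0.37, adjusted p = 0.00143).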

We next used a t-test statistics to produce 363 differentially expressed genes at the p-value of 0.05. No multiple test correction was applied. 

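At a decrease of at least 4-fold, 201 probe sets were left, and 78 of them are among the 88 of additional data file 1. Of the other 10, 8 had a decrease between 3.82-fold and 3.95-fold, among them Sort1, the sorting receptor sortilin, at 3.92-fold and Cnp1 at 3.94-fold. Another probe set of Sort1 was higher with the specific siRNA, at a log2 fold change of 1.72 (adjusted p = 0.00268 from limma). The ninth was Phkg1, dimmer than the array median in the mutant siRNA arrays. The tenth was the probe set of Gzmb shared with another locus, which was 55.2-fold lower but did not pass the methods' t-test. Its wild type siRNA replicate 1 signal, 7.40, lay below that array's 25th percentile of 28.0, so the size of this decrease is not established. With the signals as deposited, without further scaling, 240 probe sets were left and 86 of the 88 were among them. The overlap of 78 fell to 25 with the test paired by replicate number, 42 with unequal variances and 55 on linear signals. It also fell with an array left out. The count of 201 was 70 when the test was paired by replicate number and 103 with unequal variances. It was 48 without mutant siRNA replicate 1, 70 without mutant siRNA replicate 2 and 79 without wild type siRNA replicate 1, and 468 with no filter on the mutant siRNA arrays.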

Further reduction in the number of candidate genes for subsequent examination was achieved by increasing the threshold to 4-fold reduction which yielded a set of 88 affy probes (additional data file 1). Subsequently, we manually examined the genomic regions specified by the affy probes to select only the genes with RefSeq ID. The 44 genes thus obtained (additional data file 1) were subjected to comparative genomics analysis for the presence of conserved potential Sox10 binding sites.

### Computational identification of the putative Sox binding sites

We developed a computational pipeline that combined the promoter analysis and the comparative genomics analysis. Genomic sequence from the upstream 2 kb point with respect to the transcription start site to the end of the first intron was extracted from the rat genome assembly version 3.4 (Nov. 2004 version in the UCSC genome browser) for the 44 genes. The MATCH program [35] in the TRANSFAC^® ^Professional 10.2 [36] was used to perform the profile search for the transcription factor binding sites (TFBS). The vertebrate binding matrices and the only high quality matrix option were used in the profile selection, and the cut-offs for core and matrix similarity were set to 0.9999 and 0.7 respectively without any change in the other options. The matrix identifiers V$SOX5_01 and V$SOX9_B1 were selected among the several available Sox binding matrices in the TRANSFAC database [22,25]. As the core element, we used 5'ACAAT3' or its complement sequence. Profile search with these two matrices resulted in 1328 putative SOX binding sites which were mapped back to the rat genome assembly. All these procedure were automated by our own browser-emulating Perl program for batch processing.

We next set up a filtering step utilizing the cross-species conservation information. The phastCons score database [37] of 9 species (rat, mouse, human, dog, cow, opossum, chicken, frog, and zebrafish) conservation was downloaded from the UCSC genome browser [38]. The database contains two columns one of which lists genomic coordinates (i.e. base pair position) and the other the corresponding phastCons scores indicating the posterior probability of conservation in a scale of 0 to 1. The conservation score for each TFBS was evaluated to be the average phastCons score within the TFBS region. Setting the conservation cut-off to 0.7, we obtained the final 95 putative Sox binding sites proximal to 24 independent genes (additional data file 2).

For subsequent examination by chromatin immunoprecipitation (ChIP) assay, only the genes with 6-fold or higher level of change from the microarray screen were considered. The identified TFBS were visually inspected for 100% sequence conservation of the core sequence in human, mouse, rat, and dog, and 23 different putative Sox binding sites in 10 genes were finally selected for ChIP assay. The name of the genes and genomic locations for the candidate TFBS are listed in the table 1.

### Recombinant Sox10 constructs for EMSA and ChIP assay

For the production of GST fusion protein, HMG domain of Sox10 (a.a. 80~185) was PCR amplified from a mouse cDNA clone and inserted into pGEX-4T-1 plasmid vector (Amersham). The sequences of primers used were 5'-AGAATTCCTCAGCGGCTACGACTGGACG-3' and 5'-ACTCGAGCTGGGCTGCCTTCCCGTTC-3' [9]. The *E. coli *strain BL21 was transformed with the construct, and protein was purified using glutathione agarose beads after IPTG induction.

pFlag-Sox10 was generated by PCR amplifying the full length Sox10 with a pair of PCR primers, 5'-AGCGGCCGCGCCGAGGAACAAGACCTATC-3' and 5'-AGTCGACCTCTAAGGTCGGGATAGAGTCG-3' and inserting the product into pFLAG-CMV vector (Invitrogen) in frame with the FLAG epitope.

### Chromatin immunoprecipitation (ChIP) assay

For the ChIP assay, 2 μg of pFlag-Sox10 plasmid was transfected into 5 × 10^5 ^RT4D6 cells on a 100 mm dish using Effectene transfection reagent (Qiagen). Typically, cells pooled from 4 plates (2 × 10^6 ^cells) were processed per assay. ChIP assays were performed using EZ ChIP™ Chromatin immunoprecipitation kits (Upstate) following the manufacturer's protocols except for the elution of protein-DNA complex. Specifically, immunoprecipitated DNA-protein complexes were eluted twice by adding 100 μl elution buffer containing 3× FLAG peptide (Sigma; 150 ng/μl of 3× FLAG peptide, 50 mM Tris-HCl, pH 7.4, 150 mM NaCl) for 30 min at 4°C. Detailed protocols are available upon request. For the 23 potential Sox10 binding sites subjected to ChIP assay, only 17 PCR primer pairs were used as cis-elements within 200 bp were examined with the same primer pairs. Primer pairs used for PCR are listed in the additional data file 3.

### Electrophoretic mobility shift assay (EMSA)

A pair of oligonucleotides (5'-GAAGAGGCACAATGGTCTCT-3'; 5'-ACCATTGTGCCTCTTC-3') encompassing the candidate SOX10 binding sequence (-590 to -610 5' to the transcription initiation site of SOD3) were hybridized and ^32^P end-labeled for use as the probe. Unlabeled oligonucleotide probe and core sequence mutated oligonucleotide probe (5'-GAAGAGGCAGACTGGTCTCT-3'; 5'-AGAGACCAGTCTGCCTCTTC-3') were used as the specific and non-specific competitors respectively. ^32^P end-labeled probe was incubated with GST-SOX10 HMG protein for 25 min at room temperature in 35 μl of reaction mixture [10 mM HEPES (pH 8.0), 5% glycerol, 50 mM NaCl, 5 mM MgCl_2_, 2 mM DTT, 0.1 mM EDTA, 4 μg of bovine serum albumin, and 2 μg of poly(dIdC)]. For competition experiments, GST-SOX10 HMG protein was preincubated with specified amount of unlabeled probe for 15 min before exposure to the labeled specific probe. The protein-DNA complexes were resolved by 5% polyacrylamide gel electrophoresis in 1× TBE buffer.

### Real Time PCR

Fluorescence real time PCR was performed with SYBR Green PCR master mix (Applied Biosystems) following the manufacturer's protocol. Oligonucleotide primers used as part of the ChIP assay are listed in additional data file 3, and primers used to confirm the microarray screen data are listed in additional data file 4. Preparation of cDNA from siRNA treated RT4D6 Schwannoma cells has been described [21].

### Reporter assay

The promoter region of SOD3 (-739 to +76) was PCR amplified with a pair of primers (5'-ACAGGACAGACCCAGCTAGAG-3', 5'-ACCACAGTCCTGGAGAGAGTG-3') using the BAC clone CH230-303F11 (Children's Hospital Oakland Research Institute) as the template. The resulting DNA fragment was inserted into the 5' region of pGL3 basic promoter (Promega) to produce the wild type reporter construct. The reporter construct with mutated Sox10 binding site was generated using QuickChangeII Site-directed Mutagenesis Kit and a pair of mutagenizing oligonucleotide primers (5'-GTTTGAAGAGGCAGACTGGTCTCTTTATTG-3', 5'-CAATAAAGAGACCAGTCTGCCTCTTCAAAC-3'). For reporter assays, 3 × 10^4 ^RT4D6 cells were seeded on 12 well plates 24 hours prior to transfection. SOD3 reporter plasmids (300 ng), pCMV β-gal plasmids (50 ng), and specified combinations of wild type and mutant siRNAs (combined concentration of 100 nM) were transfected using Lipofectamine 2000 (Invitrogen). After 24 hours, cells were harvested and luciferase activity was measured and normalized using Luciferase Assay System (Promega)

## Authors' contributions

KL carried out the ChIP assay and contributed to preparing the manuscript. SN carried out bioinformatics analyses. EC carried out the RTPCR and reporter assay. IS carried out the EMSA. JL organized the data and contributed to preparing the manuscript. SL designed the bioinformatics analyses and drafted the manuscript. JK designed the 'wet-lab' experiments and drafted the manuscript.

## Supplementary Material

Additional file 1 Genes down-regulated by Sox10 specific siRNA. The 88 probe sets/genes that show more than 4 fold down-regulation by wild type Sox10 siRNA. 44 genes in bold letters with RefSeq ID were subsequently subjected to comparative genomics analysis. Click here for file

Additional file 2 Candidate Sox10 protein binding sites. The 95 conserved putative SOX10 binding sites. The location of each site on rat chromosome is indicated and linked to UCSC genome browser. Click here for file

Additional file 3 Oligonucleotide primers used for ChIP assay. List and sequence of oligonucleotide primers used for ChIP assay. Click here for file

Additional file 4 Oligonucleotide primers used for RT-PCR. List and sequence of oligonucleotide primers used for RT-PCRassay. Click here for file

# Supplementary material for: Identification of direct regulatory targets of the transcription factor Sox10 based on function and conservation
**Source:** BMC Genomics. 2008 Sep 11;9:408. doi: 10.1186/1471-2164-9-408
**Supplement:** Additional file 3 — Oligonucleotide primers used for ChIP assay. List and sequence of oligonucleotide primers used for ChIP assay.

| **primer pair #** | **gene** | **sense** | **anti-sense** |
| --- | --- | --- | --- |
| 1 | **Cmkor1** | GGTGGGGATGGATTAATTCAC | CACAGTTCACTTGGAGAGCAGG |
| 2 | **Cmkor1** | CTAAGCTGGTGGGAATGCAG | TCCCACCAACACATGAGACAG |
| 3 | **Gda** | TGCTGTGAAGAACAGGACACG | ACCTGAAACCTCGCACACAG |
| 4 | **PLP** | TGGCTCTCTTGAGCCTGGTC | TTGGCCTTGACCATGGAATC |
| 5 | **PLP** | CCTGAGTAGGGCTTTGTGCTAAC | TGCAGTTTTCCCCTCCTCC |
| 6 | **PLP** | TTCTGGGAGGAGGGGAAAAC | CCACACAATTCCCAGCTTGTC |
| 7 | **PLP** | GCTGGGGTGAGTGAATGGTC | TTGGACACGGTCCTCCATAAC |
| 8 | **Sox10** | GGTGGATAGTGGGACACAAAGAG | ATTGTCCAAGGCCAGCGAG |
| 9 | **SOD3** | CACACCACAGTCCTGGAGAGAG | AGACGCAGTCAGTGACCTTCAG |
| 10 | **Erbb3** | GCTAGCACACAGCCCCTATTG | GGGAGTGCTGCTAAGGATGG |
| 11 | **Ptn** | TGTTCCTCTGTGCCCCACTG | CTGCCATCACCTGACTCAATTG |
| 12 | **Ptn** | AGCCCTGCTAGTGCCAAATG | CCAACCCTCAACCTGAGAGC |
| 13 | **Ptn** | TTTCCCCTCCCTTCCTTTG | TGCCTGCTCCCATTTTTCC |
| 14 | **Ptn** | GCCTGTATGGCGTCAGTGAG | CTTACAGCGTGGGCGTTATG |
| 15 | **Ngfr** | CTCTCTGCCACTCCCGAATC | TCCCTGGGGAGTTGTAGGAC |
| 16 | **Gzmb** | AAGTCTGCAGAGCCACACCAC | TCAAAAGCGTGGGATGTGTC |
| 17 | **Gas7** | TAAGGCAGGCTCAGGGAGTC | CATGCACGCCTTTCCAGATAC |
|  | **Sod3-control** | CATTGTGTAGCCCTGTGACTGC | TAGAGCTTCTCCTGCACTCCTG |
|  | **β-actin-control** | GGCTACAGCTTCACCACCACA | CAGGAGGGAAGGCTGGAAGAG |

# Supplementary material for: Identification of direct regulatory targets of the transcription factor Sox10 based on function and conservation
**Source:** BMC Genomics. 2008 Sep 11;9:408. doi: 10.1186/1471-2164-9-408
**Supplement:** Additional file 4 — Oligonucleotide primers used for RT-PCR. List and sequence of oligonucleotide primers used for RT-PCRassay.

| **Gene** | **sense** | **anti-sense** |
| --- | --- | --- |
| **Cmkor1** | GTGGTCTTCCTGGTGTGTTGG | AGAGCACAGGGTTGACACAGC |
| **Gda** | GAAAAGCCTCACCCTCAAAG | ATCAATGGGAGAGTCCGATG |
| **Sox10** | AGAAAGTTAGCCGACCAGTACC | TGGTACTTGTAGTCCGGATGG |
| **Erbb3** | CAGCGACACAGCCTGCTTAC | TACCCCTTCTCTTCCGGTTC |
| **Ptn** | AATACCAGTTCCAGGCTTGGG | TGATTCCGCTTGAGGCTTG |
| **SOD3** | CGTTCTTGGGAGAGCTTGTC | AGGTCTTTGGAGTGCGTGTC |
| **Ngfr** | CACCGGAGGGAGAGAAACTG | ACCTCCTCACGCTTGGTCAG |
| **Gzmb** | TTCGACAAAGCCAATGAGATATG | GAATGCCCGTGGAGTTGAAC |
| **Gas7** | TCAAGAAGGCACGGAGGAAG | TCATGCCGCAGCTGTGTG |
| **Gapdh** | CAAGAAGGTGGTGAAGCAGG | CCGTATTCATTGTCATACCAGG |

How the deposited data were processed for this re-analysis (not part of the article)

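RNA of RT4D6 rat Schwannoma cells was measured on 4 one-colour Affymetrix Rat 230 2.0 arrays, 2 with the wild type (specific) Sox10 siRNA and 2 with the mutant (control) siRNA. The paper describes 2 independent pairs, and the sample labels number them as replicate 1 and replicate 2 and give 48 h. The authors deposited intensity values, the MAS5 signal of each probe set on a linear scale; the submitters' processing notes name MAS5 without a version. The 2% trimmed mean of every array is 500 in these values, so that they are scaled between arrays, and the median normalization and the filters of the paper are not in them. Detection calls were not used here. The median signal was between 102 and 111, the 25th percentile between 26.2 and 31.1, and the ratio of the 3' to the 5' control probe set of actin between 1.39 and 1.87.

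Of 31099 probe sets, 57 controls were left out. Gene symbols came from the platform annotation: 20826 of the remaining 31042 probe sets have a single symbol, 436 several and 9780 none there, and 11 of the last were named from the RefSeq IDs or symbols of additional data file 1. No gene was named from a probe set with several symbols; the study's own 88 probe sets were counted whatever their symbols. Positions of binding sites are those the paper gives on the rat assembly of November 2004; no genome sequence was used here.

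Signals were turned to log2 and centred on each array's median. The 16125 probe sets at or above the array median on at least 2 of the 4 arrays were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), and called at a Benjamini-Hochberg adjusted p under 0.05. A log2 fold change is specific minus mutant siRNA. The median over all tested probe sets was 0.13 after centring, 0.05 with the signals as deposited and 0.08 after quantile normalization, so that changes are to be read relative to a shift of that size. The 17 gene lists were tested with camera, with a preset correlation of 0.01, over 9169 genes with 1 probe set each, the one with the highest mean log2 signal, and adjusted over the lists. A list of 1 measured gene has no such test. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

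The study's own selection was repeated in its 3 steps: more than 2-fold lower by the ratio of mean signals after median scaling, the methods' t-test, and at least 4-fold lower. Methods do not give the version of that test, which was taken as unpaired, on log2 values and with equal variances. A signal at or above the array median on both mutant siRNA arrays stood in for the present and marginal calls. The tests, lists, named genes and alternatives were set before the data were examined, except where an alternative is said to be later. Genes were named where the paper names them in text, tables or additional data file 1, whose values were seen beforehand, where they were among the 12 lowest or 12 highest log2 fold changes of probe sets with a single symbol whose groups do not overlap and which passed the test, or where they were among the 4 called members of a list with the largest change; a few further list members are named for being in a list or not passing the test, after their values were seen.

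On simulated arrays of the same means and spread, 200 probe sets were planted with known changes and 15663 were tested. Limma recovered 37 of 45 that were 4-fold lower (82.2%) and 50 of 50 that were 4-fold higher (100.0%). It recovered 27 of 48 that were 2-fold lower (56.2%) and 30 of 49 that were 2-fold higher (61.2%). Of all 157 calls, 7 were false. Far fewer probe sets change in the simulation than were called in the data, so these rates do not carry over.

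The same-numbered arrays were treated as pairs in an alternative with a replicate block, since the paper and the submitters' design describe pairs of cell samples. The deviations of same-numbered arrays from their group means correlated at 0.14. The spike-in controls added to the RNA as poly-A transcripts had mean signals of 247 and 256 on the replicate 1 arrays and 474 and 349 on the replicate 2 arrays. Other alternatives were no further scaling, quantile normalization, signals raised to the 25th percentile of the array, a pseudocount of that percentile, other filters, variance models and t-tests, and each array left out in turn. RT-PCR, ChIP, EMSA and reporter assays of the paper were not analysed here.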

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

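The tests of scaling and of single pairs for the cell cycle genes, that of low signals for the probe sets higher with the specific siRNA, and those of dim signals and of gene names for the probe sets outside the 88 were chosen after the results were seen. Those of scaling, low signals and dim signals replaced versions whose outcome centring or the filter had all but fixed.

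The cell cycle genes lie outside those the paper discusses as a group, and 20 of 31 measured members were lower with the specific siRNA at an adjusted p under 0.05 from limma (25 when adjusted over the list alone), against 1 higher, Ccnd3 (log2 fold change 1.11). The count lower was 13 without wild type siRNA replicate 1, 13 without mutant siRNA replicate 1 and 10 without mutant siRNA replicate 2. Mcm5, Mcm7 and Bub1b lay at log2 fold changes of -2.21, -1.92 and -2.08, and Cdca7, of the study's own 88, at -3.73. The specific siRNA signals of Cdca7, 25.6 and 33.7, were close to background, so that the size of its change is not established. The list median lay between -1.31 and -1.22 under 3 scalings (-0.70 without wild type siRNA replicate 1 and -1.77 without wild type siRNA replicate 2). These scalings differ little, with medians over all tested probe sets of 0.05 to 0.13, so only the choice among them was tested. That choice does not account for the decrease. A single pair is argued against by a median relative to all genes of -1.10 in the pair closer to 0 (-1.76 in the other). Background is argued against by a median of -1.20 over the 30 members above the array median on all arrays. The list was lower than other genes in camera (adjusted p = 1.16e-11). The version with an estimated correlation (adjusted p = 0.595) passed no list on these arrays, so it does not decide this. A difference between the cultures in density or in the share of dividing cells was not tested and stays open.

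The paper mentions smooth muscle genes as up-regulated in its earlier profiling and gives no count for this side. Here 2348 probe sets were higher with the specific siRNA, 1387 without wild type siRNA replicate 1, 1007 without mutant siRNA replicate 1 and 924 without mutant siRNA replicate 2. By fitted log2 fold change, the 12 highest single-symbol probe sets included Tmem170b, at least 19.8-fold, Prss35, at least 14.7-fold, and Rab40b, at least 6.15-fold, where the mutant siRNA arrays were below their 25th percentile and were set to it, so that the rank of these genes is not established, and Myl9, a myosin light chain of smooth muscle, at a log2 fold change of 4.59. The call of Rab40b was lost with quantile normalization (adjusted p = 0.0577), with the replicate block (adjusted p = 0.0763) and without wild type siRNA replicate 1 (adjusted p = 0.433), and that of Prss35 without wild type siRNA replicate 2 (adjusted p = 0.0562). Low signals are argued against for the side as a whole, since 9.50% of these probe sets had a mutant siRNA signal below the array median, and 14 had both below the 25th percentile. Scaling is argued against for most of the side, since at least 82.6% were still called under each of the other scalings. What raises them was not tested.

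Probe sets outside the 88 of additional data file 1 also met the 3 steps as repeated here, 123 in all. Across settings that kept all 4 arrays, this count ranged from 45 (t-test paired by replicate number) to 389 (no filter on the mutant siRNA arrays). It also moved with an array left out. The 123 included a probe set of Erbb3 that was 15.6-fold lower, the adaptor gene Shc4 (20.6-fold) and the integrin gene Itgb3 (10.1-fold). These genes were chosen after their values were seen. The specific siRNA signals of this Erbb3 probe set, 35.0 and 32.6, were close to background, so that the size of its change is not established. The 123 were dimmer than the 88 as a whole, with a median of 665 against 1177 in the dimmer mutant siRNA array, and 17.1% of them lay below the 10th percentile of the 88 there, so that dim signals are argued against for most and stay open for a part. Of the 123, 41.5% met the steps under every combination of 2 scalings and 3 unpaired t-tests, against 36.4% of the 88. All of the 123 had been selected with a combination included here, which 78 of the 88 met. These shares are thus not comparable. The signals as deposited gave the fold changes of additional data file 1 (ratios 0.9995 to 1.000). With them 154 probe sets lay outside the 88, and 136 with quantile normalization, so that scaling is argued against. The paired t-test, unequal variances and linear signals left 45, 61 and 171 outside. At the p of 0.05 they kept 27, 44 and 61 of the 88, against 86. The version of the t-test stays open. A missing gene name is argued against, since the paper selected for RefSeq IDs only after the 88. Of the 88, 42 have no RefSeq ID, and 14 have neither RefSeq ID nor symbol in additional data file 1. In the platform annotation, 52.8% of the 123 have a single symbol, against 79.5% of the 88 (Fisher's exact test, p = 7.70e-05). The cause of this difference was not tested. The annotation also names rows that had no RefSeq ID in the study. The detection calls behind the study's filter stay open, and no biological explanation was tested.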

How the results depend on the processing

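None of the 165 probe sets taken by the rule for named genes, nor of the other list members, changed direction with a call under the scalings, treatments of low signals, replicate block or arrays left out. Of the 149 of those 165 that were called, 1 lost its call with the signals as deposited, 4 with quantile normalization, none with raised signals or a pseudocount, 5 with the replicate block, and 22, 7, 40 and 33 without wild type siRNA replicate 1, wild type siRNA replicate 2, mutant siRNA replicate 1 and mutant siRNA replicate 2, where fewer samples are left and the lone array is assumed to vary like the other group. Where a gene's call was lost without more than 1 array, the text names the array without which its adjusted p was highest. The replicate block gave 2580 probe sets lower and 3308 higher, within 1.5 times the 1956 and 2348 without it. The counts moved further with eBayes without a trend (1187 lower, 1177 higher) and with the methods' t-test after Benjamini-Hochberg (0 lower, 2 higher, against 1386 and 2444 at its unadjusted p of 0.05), and with an array left out ranged from 706 to 2519 lower and from 924 to 2128 higher. For the gene lists, none passed with an estimated correlation, the study's tested targets, Schwann cell and glia, myelin and cell cycle lists included (adjusted p = 0.595 each). The tested targets were chosen for their decrease on these arrays, and even they had an unadjusted camera p of 0.0688 there. With so few arrays this version could hardly pass any list, so it does not decide against those calls. With the replicate block, smooth muscle (adjusted p = 0.00706), cholesterol synthesis (adjusted p = 0.00706) and neuron genes (adjusted p = 0.0482) passed, as did cholesterol synthesis with no filter (adjusted p = 0.0230); the block changed no other list's call. With an array left out the adjusted p ranged from 0.000895 to 0.154 for smooth muscle, 0.000152 to 0.663 for cholesterol synthesis, 0.0260 to 0.115 for neuron, 0.0387 to 0.163 for Notch and 0.00413 to 0.843 for TGF-beta genes. In the repeated selection, the first step gave 4962 probe sets with no filter and 1481 to 2407 with an array left out. The second step gave 301 with the test paired by replicate block, 393 with unequal variances and 229 to 725 with an array left out, and 1277 in a setting chosen after seeing the data (signals as deposited, 40th percentile, linear t-test). The third gave 70, 103, 48 to 297 and 348 in the same order, and 468 with no filter. The cause was not tested for these counts, beyond the fewer arrays or probe sets some settings leave. The count of probe sets 2-fold different in both pairs stayed within 1.5 times of 2158 under 4 scalings and treatments of low signals added later. Signal over background limits genes below the array median, such as Mbp and Gjb1.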

Differences from the paper's values

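For probe sets more than 2-fold lower, the count here is 1872, against the paper's count of 881, which it states as genes. No alternative set before the data were examined came within 1.5 times of the paper's count; they gave 1481 to 4962. For those also past the t-test at p 0.05, the count here is 815, against the paper's count of 363, also stated as genes. The t-test paired by replicate number (301), that with unequal variances (393), and the fits without wild type siRNA replicate 1 (351) and without mutant siRNA replicate 2 (283) came within 1.5 times of it, and no other did. For those at least 4-fold lower, the paper's count is 88 and the count here is 201. The paired t-test (70), unequal variances (103), and the fits without wild type siRNA replicate 1 (79) and without mutant siRNA replicate 2 (70) came within 1.5 times, and no other did. Those settings kept 25, 42, 18 and 15 of the paper's 88. The present and marginal calls of the paper's first step were replaced by a signal rule throughout.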

Other observations

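The paper cites an earlier report that the cells took on smooth muscle features, with smooth muscle genes up-regulated in its profiling, and Methods refer to that report for how the present arrays were obtained without stating whether the arrays are shared. On these arrays, 6 of 16 measured smooth muscle genes were higher with the specific siRNA at an adjusted p under 0.05 from limma and none was lower (8 higher and 1 lower when adjusted over the list alone). Besides Myl9 these were Tagln, an actin-binding protein, at a log2 fold change of 1.72 (standard error 0.22, adjusted p = 0.00247), the focal adhesion gene Vcl at 1.10, Actn1 at 1.09, Cald1 at 0.77, which was lost without mutant siRNA replicate 1 (adjusted p = 0.203), and Acta2, smooth muscle actin, at 2.37 (standard error 0.56, adjusted p = 0.0182), whose call was lost without mutant siRNA replicate 1 (adjusted p = 0.0808). Myh11 and Smtn did not pass, at 1.37 and -0.84, although Smtn passed with the replicate block (adjusted p = 0.0127). The list did not pass against other genes (camera, adjusted p = 0.0898, and 0.641 with an estimated correlation). It did with the replicate block (adjusted p = 0.00706), without wild type siRNA replicate 1 (adjusted p = 0.000895) and without mutant siRNA replicate 2 (adjusted p = 0.00198), and the block gave 9 higher and 1 lower. Without wild type siRNA replicate 2, 6 were higher and 2 lower.

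Cholesterol synthesis genes had 3 of 19 higher, Hsd17b7, Nsdhl and Mvd, and none lower (camera, adjusted p = 0.0898, 0.749 with an estimated correlation and 0.00706 with the replicate block). The count higher was 10 with the replicate block, 1 without wild type siRNA replicate 1, 10 without wild type siRNA replicate 2 and 1 without mutant siRNA replicate 2, and the list passed without wild type siRNA replicate 2 (adjusted p = 0.000152) and without mutant siRNA replicate 1 (adjusted p = 0.000564). The calls of Nsdhl and Mvd were lost without mutant siRNA replicate 2 (adjusted p = 0.125 and 0.0877). Of 13 interferon response genes 5 were lower and 2, Stat2 and Ifi44, higher, and 5 and 3 when adjusted over the list alone (adjusted p = 0.470); the count lower was 1 without mutant siRNA replicate 1 and 1 without mutant siRNA replicate 2. Of 7 neuron genes Calca and Map2 were lower (adjusted p = 0.0668, 0.595 with an estimated correlation and 0.0482 with the replicate block), and the list passed without wild type siRNA replicate 2 (adjusted p = 0.0260) and without mutant siRNA replicate 2 (adjusted p = 0.0267). Of 12 Notch pathway genes Notch1 and Rbpj were lower and Rfng higher (adjusted p = 0.0898, and 0.0387 without mutant siRNA replicate 2). The Notch counts were 4 and 1 without wild type siRNA replicate 2, 2 and 0 without wild type siRNA replicate 1, and 1 and 0 with either mutant siRNA array left out, and the neuron count was 1 without wild type siRNA replicate 1 and 1 without mutant siRNA replicate 1. The calls of Map2, Rbpj and Rfng were lost without mutant siRNA replicate 1 (adjusted p = 0.221, 0.119 and 0.162). Of 17 TGF-beta and BMP genes Id4 and Id1 were lower, and 1 of them when adjusted over the list alone (adjusted p = 0.202); the call of Id1 was lost without mutant siRNA replicate 2 (adjusted p = 0.215). That list had 5 lower and 3 higher with the replicate block. It had 7 lower without wild type siRNA replicate 2 and passed there (adjusted p = 0.00413) and without mutant siRNA replicate 1 (adjusted p = 0.0132), but without wild type siRNA replicate 1 it turned to the higher side, with 1 lower and 3 higher (adjusted p = 0.604). Of 7 injury response genes Fosl1 and Jun were lower, and 1 other member was higher when adjusted over the list alone (adjusted p = 0.279); the call of Jun was lost without mutant siRNA replicate 1 (adjusted p = 0.0655), which left 1 lower and 1 higher. Of 16 fibroblast and matrix genes 3 were lower and Fbln2 higher (adjusted p = 0.472), with 4 lower and 5 higher with the replicate block, 1 lower and 5 higher without wild type siRNA replicate 1 and 1 lower and 1 higher with either mutant siRNA array left out. Of 4 melanocyte genes Rab38 was lower (adjusted p = 0.255), with 2 lower and 1 higher with the replicate block and without wild type siRNA replicate 1, and 1 and 1 without mutant siRNA replicate 1. Of 2 immune cell genes 1 was lower (adjusted p = 0.242; 0 with either mutant siRNA array left out), of 6 Sox family genes 1 was lower (adjusted p = 0.198; 0 with wild type siRNA replicate 2 or either mutant siRNA array left out) and of 10 housekeeping genes 3 were lower and 2 higher, and 3 and 3 when adjusted over the list alone (adjusted p = 0.242). The housekeeping counts fell to 1 and 0 without wild type siRNA replicate 1, 1 and 1 without mutant siRNA replicate 1 and 0 and 0 without mutant siRNA replicate 2. Of the Sox10 targets known before the study 1 could be measured, Cntf, at -1.42 (adjusted p = 0.0135), a call lost without mutant siRNA replicate 1 (adjusted p = 0.111). The 10 targets tested by the study were all lower (adjusted p = 3.00e-14, and 0.595 with an estimated correlation), on the arrays the study chose them from.

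The ratio of mean signals as deposited, without further scaling, divided by the fold change in additional data file 1 was between 0.9995 and 1.000 for the 88 probe sets, and between 0.938 and 0.956 after median scaling.

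A hypothesis formed after Pgk1, Egln3 and Vegfa were seen to be lower (log2 fold changes -0.88, -2.53 and -2.68) was that the wider group of hypoxia and glycolysis genes is lower. Without those genes, the group of 27 measured genes had 3 lower, 3 higher and a median log2 fold change of 0.04. In camera, a competitive test with moderated statistics from limma, the group had an unadjusted p of 0.735, so that a decrease of the group as a whole was not found. The call of Pgk1 was lost without mutant siRNA replicate 1 (adjusted p = 0.0771) and that of Egln3 without the same array (adjusted p = 0.0594).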
